# Intestinal Subepithelial Myofibroblasts Support the Growth of Intestinal Epithelial Stem Cells

**DOI:** 10.1371/journal.pone.0084651

**Published:** 2014-01-06

**Authors:** Nan Ye Lei, Ziyad Jabaji, Jiafang Wang, Vaidehi S. Joshi, Garrett J. Brinkley, Hassan Khalil, Fengchao Wang, Artur Jaroszewicz, Matteo Pellegrini, Linheng Li, Michael Lewis, Matthias Stelzner, James C. Y. Dunn, Martín G. Martín

## Abstract

Intestinal epithelial stem cells (ISCs) are the focus of recent intense study. Current *in vitro* models rely on supplementation with the Wnt agonist R-spondin1 to support robust growth, ISC self-renewal, and differentiation. Intestinal subepithelial myofibroblasts (ISEMFs) are important supportive cells within the ISC niche. We hypothesized that co-culture with ISEMF enhances the growth of ISCs *in vitro* and allows for their successful *in vivo* implantation and engraftment. ISC-containing small intestinal crypts, FACS-sorted single ISCs, and ISEMFs were procured from C57BL/6 mice. Crypts and single ISCs were grown *in vitro* into enteroids, in the presence or absence of ISEMFs. ISEMFs enhanced the growth of intestinal epithelium *in vitro* in a proximity-dependent fashion, with co-cultures giving rise to larger enteroids than monocultures. Co-culture of ISCs with supportive ISEMFs relinquished the requirement of exogenous R-spondin1 to sustain long-term growth and differentiation of ISCs. Mono- and co-cultures were implanted subcutaneously in syngeneic mice. Co-culture with ISEMFs proved necessary for successful *in vivo* engraftment and proliferation of enteroids; implants without ISEMFs did not survive. ISEMF whole transcriptome sequencing and qPCR demonstrated high expression of specific R-spondins, well-described Wnt agonists that supports ISC growth. Specific non-supportive ISEMF populations had reduced expression of R-spondins. The addition of ISEMFs in intestinal epithelial culture therefore recapitulates a critical element of the intestinal stem cell niche and allows for its experimental interrogation and biodesign-driven manipulation.

## Introduction

The stem cell niche is a powerful model in our understanding of mammalian stem cell biology. Initially proposed to explain hematopoietic stem cell physiology [1], the niche model has been adopted to describe the various cellular and molecular players involved in intestinal epithelial homeostasis [2], [3]. Recent advancements include identification of putative intestinal epithelial stem cells (ISCs) and the development of culture methods for the long term propagation of intestinal epithelium *in vitro* [4]–[8].

Several candidate stem cell markers have been described recently [9]–[11], among which Lgr5 has received much attention. Through lineage tracing experiments, Lgr5 has been demonstrated to identify actively cycling crypt-base-columnar cells capable of elaborating all of the intestinal epithelial cell lineages [4]. Lgr5 is a co-receptor for the canonical Wnt pathway which is activated through the binding of R-spondin proteins [12]. Their binding results in LRP6 phosphorylation and increased beta catenin activity [13]. Wnt signaling has been shown to be essential for ISC maintenance, and its removal results in terminal differentiation and ultimate loss of the intestinal epithelium [14]. Recent advances in *in vitro* culture techniques have now made it possible to grow ISCs in the presence of exogenous growth factors, including the Lgr5 ligand R-spondin1 (Rspo1) [6], [15].

It has been suggested that some of these growth factors are derived from the neighboring Paneth cells *in vivo* [5], while others cues are likely provided by intestinal subepithelial myofibroblasts (ISEMFs) [16]–[18]. Paneth cells are tightly nested between ISCs in the crypt base; they act as anti-microbial defensive cells, while also producing supportive growth factors for neighboring ISCs [5]. It has been reported that Paneth cell-derived Wnt3 is necessary for *in vitro* intestinal epithelial cultures [19]. However, ISC niche maintenance *in vivo* is preserved even with conditional epithelial Wnt3 deletion [19] and Paneth cell ablation [20] – this suggests the presence of redundant sources of Wnt signaling from surrounding non-epithelial cells within the niche.

Among those cells in intimate contact with crypts *in vivo*, ISEMFs may serve as natural feeder cells for *in vitro* intestinal epithelial culture. Previous studies have shown that ISEMFs have a role in epithelial growth and differentiation [21] and facilitate *in vitro* growth of human enteroids [7]. However, the mechanism of their interaction with overlying epithelium remains poorly understood. In this study, we isolated murine ISEMFs and employed them in co-culture with ISCs to interrogate the nature of their interaction and identify responsible mechanisms. We hypothesized that ISEMFs provide necessary growth factors for the *in vitro* culture of intestinal epithelium derived from crypts and single ISCs and would further allow for their successful *in vivo* implantation.

## Materials and Methods

### Ethics Statement

Animal usage complied with regulations set by the University of California Los Angeles Chancellor’s Animal Research Committee and was approved as animal protocol number 2005–169. All efforts were made to minimize pain and suffering. Three mice strains were used for these experiments: C57BL/6-Tg(Actb-EGFP)1Osb/J (“eGFP”) (The Jackson Laboratory, Bar Harbor, ME), B6.129P2-*Lgr5^tm1(cre/ERT2)Cle^*/J (“Lgr5-eGFP”) (The Jackson Laboratory), and wild type C57BL/6 (Charles River, Wilmington, MA).

### ISEMF Isolation and Culture

ISEMFs were isolated from five-day old wild type C57BL/6 neonates using previously described methods [7], in which mesenchyme-rich small intestinal organoids are harvested using gentle enzymatic digestion and plated at a density of 5,000 per mL of ISEMF media. This media consisted of Dulbecco’s modified Eagle medium (DMEM)/Low Glucose/GlutaMAX (Invitrogen, Carlsbad, CA) with 10% FBS (Invitrogen), 1x Antibiotic-Antimycotic (Invitrogen), 0.25 U/mL insulin (Sigma, St. Louis, MO), 10 µg/mL transferrin (Sigma), and 20 ng/mL recombinant murine epidermal growth factor (EGF, Peprotech, Rocky Hill, NJ) [22]. After ISEMFs attached and formed colonies, they were subsequently passaged and expanded using standard cell culture techniques. In preparation for co-culture, ISEMFs were seeded into 48-well cell culture plates, with and without pre-treatment with gelatin, and allowed to grow to confluency. For conditioned media (CM) experiments, ISEMF media was replaced after the cells formed a confluent monolayer. The media was collected after 5 days of incubation, passed through a 0.2 µm pore size filter (Pall Corporation, Port Washington, NY), and used as ISEMF CM. The identity and purity of isolated ISEMFs was determined by quantitative real-time polymerase chain reaction (qPCR) and immunofluorescence (see below).

Neonatal murine ISEMFs were employed in the majority of experiments. Adult murine ISEMFs were identically isolated and grown from 2-month-old C57BL/6 wild-type mice in order to compare ISEMF populations.

### Intestinal Crypt Isolation and Culture

Small intestinal crypts were isolated from adult eGFP mice ranging 6–10 weeks old, using a previously described protocol [8]. Crypts were initially resuspended in 5 mL of Basic Crypt Media (BCM) consisting of Advanced DMEM/Ham’s F-12 (Invitrogen) with 1x Antibiotic-Antimycotic, 2 mM Glutamax (Invitrogen), and 10 mM HEPES (Invitrogen). Aliquots were microcentrifuged to yield crypts pellets for culture purposes.

Crypts were plated at a concentration of 250 crypts per 25 µL of Matrigel (BD Biosciences, Bedford, MA) into a 48-well plate, either directly into the well as a monoculture or on top of a confluent monolayer of ISEMFs. In order to investigate the effects of spatial separation, a subset of experiments were performed by placing 500 crypts in 50 µL of Matrigel on a trans-well cell culture membrane hanging over a 24-well companion plate (BD Biosciences), with or without a confluent layer of ISEMFs in the well below the membrane. The distance of separation between the trans-well membrane and the ISEMFs was 0.8 mm.

After allowing the crypt-Matrigel suspension to solidify for 10 minutes, cultures were treated with Complete Crypt Medium (CCM) consisting of BCM with 1x N2 (Invitrogen), 1x B27 (Invitrogen), 50 ng/mL EGF, 1 mM N-acetylcysteine (Sigma), 100 ng/mL recombinant murine Noggin (Peprotech), and 500 ng/mL recombinant human R-spondin1 (Rspo1, R&D Systems, Minneapolis, MN). Crypts grown with ISEMF CM were given media composing of 50% ISEMF CM, 50% Advanced DMEM/Ham’s F12, and the aforementioned growth factors at their respective concentrations. Fresh EGF, noggin, and Rspo1 supplements were added every 2 days, and the entire culture medium was replaced every 4 days. Cultures were assessed visually as described in the *Enteroid Measurements* section below. Subsets were fixed in formalin and assessed histologically or were lysed using DNA and RNA stabilization buffers and assessed with qPCR (see below).

### Single Cell Isolation and Fluorescence-activated Cell Sorting (FACS)

Single cells were obtained from Lgr5-eGFP adult mice for stem cell sorting following a previously described method [23]. The cells were prepared similarly to the point of antibody staining.

Single cells were stained for 7-AAD (Invitrogen) and APC-Annexin V (Invitrogen). They were then sorted with gates excluding doublets and 7-AAD and Annexin V positive cells and selecting for Lgr5-eGFP+ cells. Sorted single ISCs were collected into CCM with 10 µM Y-27632 (Sigma). The cells were pelleted and resuspended in Matrigel containing 750 ng/mL EGF, 1.5 µg/mL Noggin and 15 µM Jagged-1 (Anaspec, Fremont, CA) [11]. The suspension was plated into a 96-well with or without ISEMFs. The plate was incubated at 37°C for 15 minutes to allow the gel to solidify; CCM with 10 µM Y-27632 and 100 ng/mL Wnt3a (R&D Systems) was then delivered. Fresh EGF, noggin, and Rspo1 were added every 2 days, and the medium was changed every 4 days. These cultures were assessed for enteroid growth visually using ImageJ (NIH, Bethesda, MD).

### Subcutaneous Implantation

Cultures of either crypts or single ISCs, with and without ISEMFs, were removed from cell culture wells after 7 days *in vitro*. These detached cultures were then placed into non-woven polyglycolic acid (PGA) scaffolds (Synthecon, Houston, TX) and implanted subcutaneously into syngeneic adult recipient C57BL/6 mice as previously described [8]. Recipient mice were sacrificed 28 days following implantation, and the explants were formalin-fixed and processed histologically (see below).

### Histology

*In vitro* cultures and *in vivo* explants were fixed and processed for paraffin embedding as previously described [8]. Immunohistochemical staining was performed to identify α-smooth muscle actin (α-SMA), E-Cadherin, caudal type homeobox 2 (Cdx2), lysozyme, synaptophysin, and periodic acid-Schiff (PAS) positive cells (all reagents from Dako, Carpinteria, CA).

*In situ* immunofluorescence staining of the ISEMFs was performed after overnight fixation with 10% buffered formalin. The cells were permeabilized with 0.5% Triton-X (Sigma) in Tris buffer solution and washed with 0.05% Tween 20 in PBS (EMD Chemicals, Philadelphia, PA). Primary antibodies against α-SMA (Dako), desmin (Dako) and vimentin (Abcam, Cambridge, MA) were used at 1∶50 dilutions and incubated over night at 4°C. Corresponding AlexaFluor-488 conjugated secondary antibodies (Invitrogen) were used at 1∶200 dilutions and allowed to incubate for 30 minutes at room temperature. Nuclei were counterstained with Vectashield with DAPI (Vector Labs, Burlingame, CA). Images were acquired on a Nikon Eclipse Ti microscope (Nikon Instruments, Inc., Melville, NY).

### Enteroid Measurements

Micrographs of *in vitro* cultures were taken after 7 days using a Leica SP2 MP-FLIM microscope (Leica Microsystems, Wetzlar, Germany). The images were analyzed using the ImageJ image processing platform. The total number of viable enteroids per culture was counted, and their total and average cross-sectional area in the optical plane of focus was measured. Enteroid viability was defined by the presence of visually sharp borders along their basolateral (anti-luminal) side. Enteroid forming efficiency was computed as the proportion of initial crypts plated that yielded viable enteroids at 7 days.

### DNA/RNA Isolation and qPCR

DNA and RNA were extracted and purified from *in vitro* cultures on day 7 using the commercially available DNeasy and RNeasy kits (Qiagen, Valencia, CA), respectively. The qPCR reactions were prepared using the Quantitect Probe RT-PCR Kit (Qiagen). The primers and probe for eGFP-DNA were custom-designed and purchased from Eurofins MWG Operon, (Huntsville, AL) with 5′-ACTACAACAGCCACAACGTCTATATCA-3′, 5′-GGCGGATCTTGAAGTTCACC-3′, and 5′-(6-FAM)CCGACAAGCAGAAGAACGGCATCA(Tamra-Q)-3′ forward, reverse, and probe sequences, respectively. mRNA expression levels were assessed with reverse transcriptase qPCR, using commercially available primers and probes for target genes Acta2, Vim, Des, Lgr5, Cdx2, Lyz1, Chga, Muc2, and Vil1 (Applied Biosystems, Carlsbad, CA). The qPCR reactions were performed on an Applied Biosystems Prism 7900 Sequence Detection System. DNA qPCR results were normalized to the monocultures without ISEMF; RNA reverse transcriptase qPCR cycle numbers were analyzed according to the comparative C^T^ method using GAPDH as the housekeeping gene and whole small bowel as the tissue of reference [24].

### RNA Sequencing

Purified mRNA from supportive and non-supportive ISEMF populations were converted into cDNA libraries with the TruSeq RNA Sample Kit (Illumina, San Diego, CA), following the manufacturer’s protocol. The samples were run on the HiSeq 2000 sequencing system (Illumina) to obtain >65 million single end reads of 50 base pairs. The data was aligned to the mm9 assembly mouse genome (http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9) with the TopHat fast splice junction mapping software [25], using the Ensembl annotation (http://www.ensembl.org/) as an exon-exon splice junction library. Two mismatches and only unique hits were allowed for each read. HTSeq (EMBL, Heidelberg, Germany) was used to create a gene matrix by counting the number of reads for each gene and excluding any reads that did not uniquely map to a single gene. The length of each gene was calculated by taking the length of the union of all its possible exons. The RPKM (“reads per kilobase of exon per million reads mapped”) of each gene was calculated by dividing the number of reads mapped to it by both its length in kilobases and the library size in millions of reads. The gene matrix was analyzed with DESeq (Bioconductor, Seattle, WA) to estimate p-values for the comparison of the ISEMF samples. The scatter plot and heat maps were scaled by logarithmic transformation of the RPKM for all genes (scatter plot) and select genes of interest (heat maps).

### Data Analyses

Data were aggregated and expressed as mean values ± standard deviation. Statistical significance was determined with the Student’s t-test, and associated p-values were reported.

## Results

### ISEMF Characterization

The identity of isolated ISEMFs in *in vitro* culture was assessed through ISEMF-specific antibody staining and gene expression patterns. After isolation and expansion, ISEMFs appeared as elongated, spindle-shaped cells. These cells exhibited strong immunofluorescent staining against α-SMA and vimentin, but stained very weakly for desmin (Fig. 1A). Reverse transcriptase qPCR confirmed overexpression of Acta2 and vimentin relative to murine whole intestine, as well as negligible desmin expression (Fig. 1B). The expression pattern remained consistent for more than 10 passages. These data confirmed the anticipated phenotype of our isolated ISEMFs.

**Figure 1:**
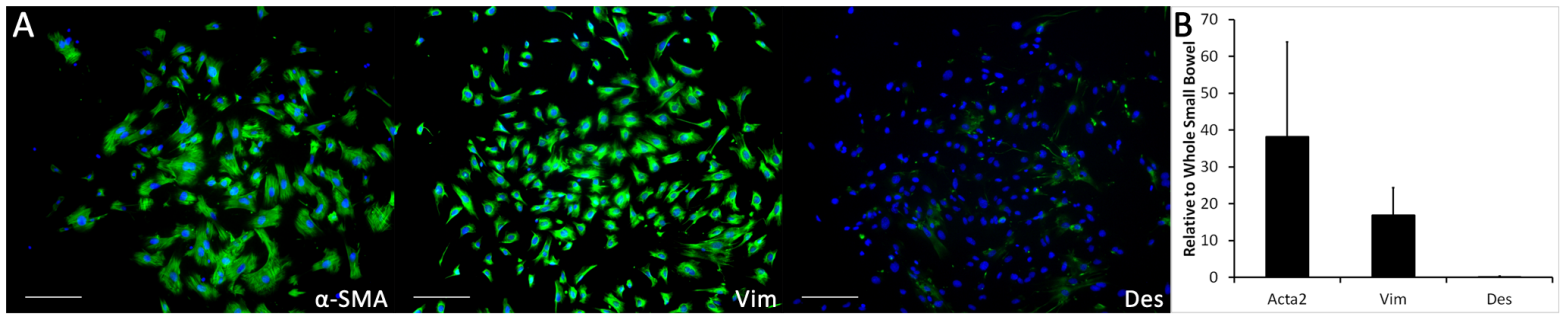
Characterization of intestinal subepithelial myofibroblasts (ISEMFs). Isolated ISEMFs were characterized through immunofluorescent staining and reverse transcriptase qPCR. (A) The cells were stained for α-smooth muscle actin (α-SMA, Acta2), vimentin (Vim), and desmin (Des). (B) Reverse transcriptase qPCR was performed on ISEMFs mRNA lysates using the same markers and normalized to small bowel (n = 4). The scale bar represents 200 µm.

### Enteroid Growth from Crypts

To assess supportive effects of ISEMFs in intestinal epithelial culture, eGFP+ small intestinal crypts were cultured in the presence and absence of ISEMFs. When treated with media lacking exogenous Rspo1, crypt monocultures did not form enteroids and died within two days of plating, highlighting the previously described necessity for Rspo1 [15]. However, we found that crypts co-cultured with ISEMFs successfully formed enteroids even in the absence of exogenous Rspo1 (Fig. 2). After one week *in vitro* in the presence of Rspo1, co-culture in intimate contact with ISEMFs yielded enteroids approximately 3-fold larger (0.059±0.013 mm^2^ versus 0.019±0.013 mm^2^; p = 0.001), and containing 6.1±2.7-fold more eGFP DNA (p = 0.003) compared with monoculture with exogenous Rspo1 (Fig. 3A,B). Crypts formed budding enteroids in both conditions and had similar enteroid forming efficiencies (Fig. 2), but they were larger and more complex in the presence of ISEMFs (Fig. 3D,E). These beneficial effects were attenuated by physical separation: trans-well co-cultures that positioned both cell populations 0.8 mm apart rather than immediately adjacent to each other yielded enteroids only 1.5-fold larger than found in monoculture controls (0.046±0.018 mm^2^ versus 0.030±0.011 mm^2^; p = 0.03), with a similar decrease in the ratio of eGFP DNA expansion (Fig. 4A,B). These findings suggest that ISEMFs enhance the growth the ISC-containing crypts in a proximity-dependent fashion and supplant the necessity for exogenous Rspo1.

**Figure 2:**
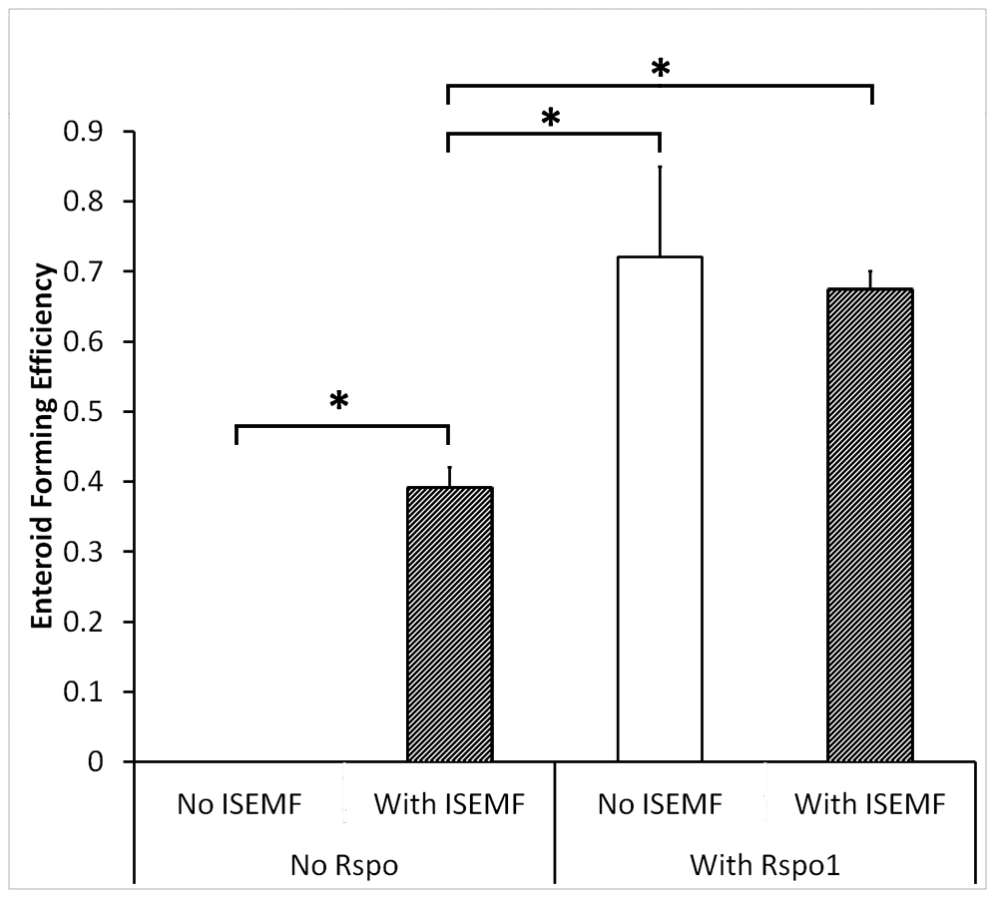
Enteroid forming efficiency from crypts after *in vitro* growth with and without ISEMFs. Enteroid forming efficiency was measured in mono- and co-cultures with ISEMFs, with and without exogenous Rspo1 in the media (n = 3). Asterisk indicates p<0.05 between the designated groups.

**Figure 3:**
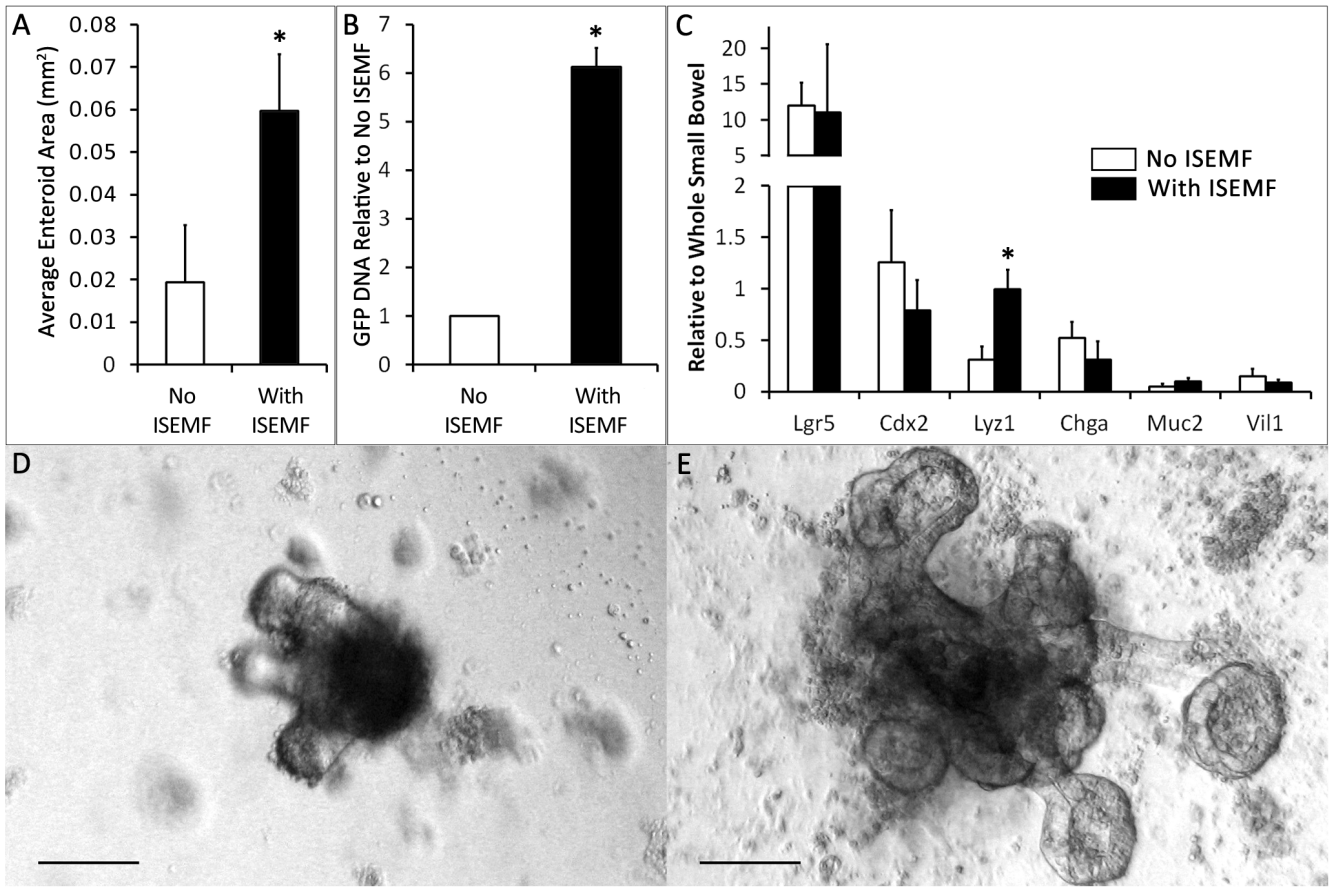
Epithelial characterization after *in vitro* culture with and without ISEMFs, in intimate contact. Crypts with and without ISEMFs were grown in culture media that contained Rspo1 and assessed after 7 days of culture. (A) Average area of an enteroid in co-culture was measured and compared with monoculture (n = 5). (B) eGFP DNA qPCR was used as a measurement of total epithelial expansion, normalized to the degree of expansion in monoculture (n = 7). (C) mRNA expression of Lgr5 and differentiated epithelial markers was assessed by qPCR and normalized to whole small bowel (n = 3). (D, E) Representative micrographs of an enteroid without ISEMFs (D) and with ISEMFs (E) were captured at day 7. The scale bar represents 100 µm. Asterisk indicates p<0.05 when compared to *No ISEMF*.

**Figure 4:**
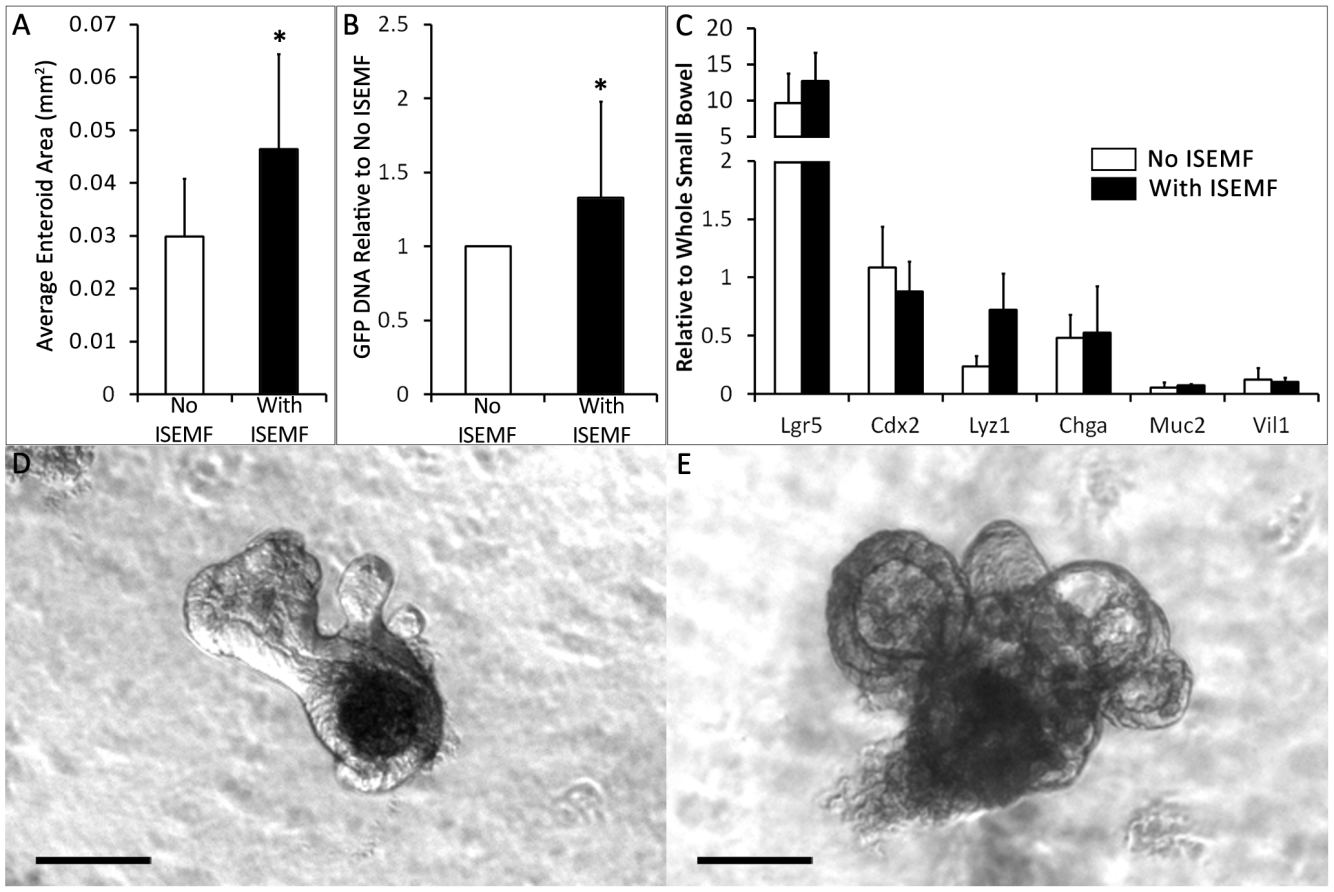
Epithelial characterization after *in vitro* culture with and without ISEMFs, separated by a trans-well membrane. Crypts with and without ISEMFs were grown in culture media that contained Rspo1 and assessed after 7 days of culture. (A) Average enteroid area was measured on cultures grown on a semi-permeable membrane, with or without ISEMFs in the well 0.8 mm beneath it (n = 5). (B) eGFP DNA was quantified with qPCR to measure epithelial growth (n = 7). (C) mRNA expression of Lgr5 and differentiated epithelial markers was assessed by qPCR and normalized to whole small bowel (n = 3). (D, E) Representative micrographs of an enteroid without ISEMFs (D) and with ISEMFs (E) below the membrane were captured at day 7. The scale bar represents 100 µm. Asterisk indicates p<0.05 when compared to *No ISEMF*.

Crypts were grown with and without ISEMF CM to assess the necessity of interaction between ISEMFs and the epithelial cells. ISEMF CM was collected from confluent ISEMFs in monoculture after 5 days of incubation and filtered to eliminate cell contamination. Crypts grown with media containing ISEMF CM were 3 times larger (0.087±0.029 mm^2^ versus 0.038±0.016 mm^2^; p = 0.03) than those without conditioned media (Fig. 5A). These data suggest that the ISEMFs are actively secreting soluble factors that enhance ISC growth.

**Figure 5:**
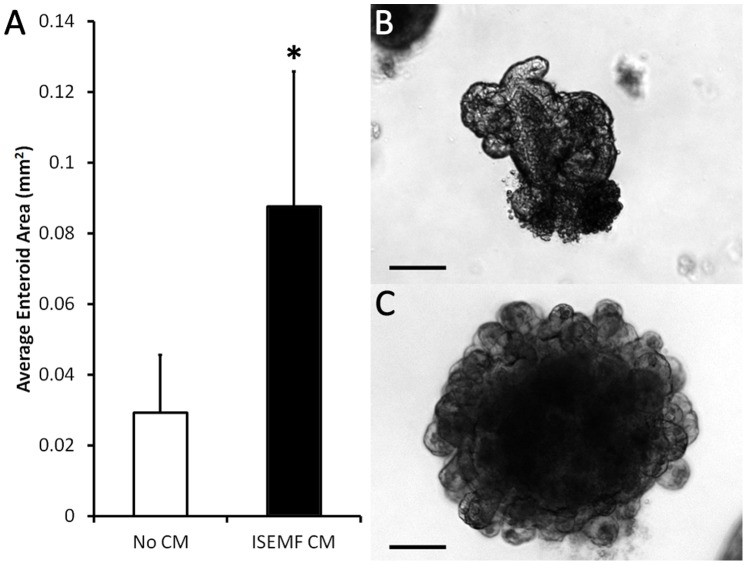
Epithelial growth after *in vitro* culture with and without ISEMF conditioned media (CM). Crypts were grown in culture media containing Rspo1, with or without ISEMF CM, and assessed after 7 days of culture. (A) Average area of an enteroid grown with ISEMF CM was compared to without conditioned media (n = 4). (B,C) Representative micrographs of an enteroid grown without CM (B) and with ISEMF CM (B). The scale bar represents 100 µm. Asterisk indicates p<0.05 when compared to *No CM*.

Messenger RNA from mono- and co-cultures was assessed through qPCR to determine the intestinal epithelial phenotype. The cultured enteroids expressed high levels of Lgr5 mRNA with both intimate contact and physical separation. There was not a significant difference in Lgr5 expression between enteroids cultured with and without ISEMFs (p = 0.9). The enteroids also expressed differentiated intestinal epithelial markers (Figs.3C, 4C). Lysozyme mRNA expression was 3-fold higher (p = 0.01) in intimately apposed co-cultures compared with monocultures (Fig. 3C); the remainder of the target genes demonstrated only non-significant differences between culture conditions. There were no significant differences in expression levels of any of the target genes between mono- and co-culture in the trans-well configuration (Fig. 4C).

The presence of mature epithelium was also confirmed by immunohistochemistry (Fig. 6A,C–G). ISEMF (Fig. 6B) were identified surrounding enteroids comprised of E-cadherin (Fig. 6C), and Cdx2 (Fig. 6D) positive epithelium. Enteroids were further found to contain Paneth (Fig. 6E), enteroendocrine (Fig. 6F), and goblet cells (Fig. 6G). The qPCR and immunohistochemistry data suggest that while both mono- and co-cultures supported stem cells capable of giving rise to mature epithelium *in vitro*, lysozyme producing Paneth cells were more abundant when crypts were cultured in intimate contact with ISEMFs.

**Figure 6:**
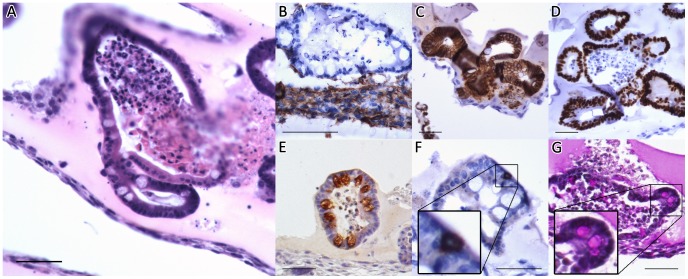
Histology of *in vitro* co-cultures on top of ISEMFs after 7 days. (A) Hematoxylin and eosin (H&E). (B–G) Immunohistochemical staining for (B) α-SMA, (C) E-Cadherin, (D) caudal type homeobox 2 (Cdx2), (E) lysozyme, (F) synaptophysin, and (G) periodic acid-Schiff (PAS). The scale bar represents 50 µm.

### In Vivo Implantation

Cultures were assessed for their long-term *in vivo* viability. Co-cultures on top of ISEMF spontaneously detached from the non-gelatinized wells. Crypts mono-cultured in Matrigel were mechanically detached. Both were placed on PGA scaffolds for subcutaneous implantation.

After 28 days *in vivo*, histologic assessment of the retrieved co-cultures showed evidence of viable enteroids, with a preserved immunophenotype (Fig. 7A, C–G). Immunostaining further demonstrated that ISEMFs enveloped the engrafted enteroids (Fig. 7B). Implants containing only mono-cultured crypts without ISEMF consistently did not yield any epithelial cysts, thus confirming that ISEMFs are necessary to maintain the intestinal epithelium *in vivo*.

**Figure 7:**
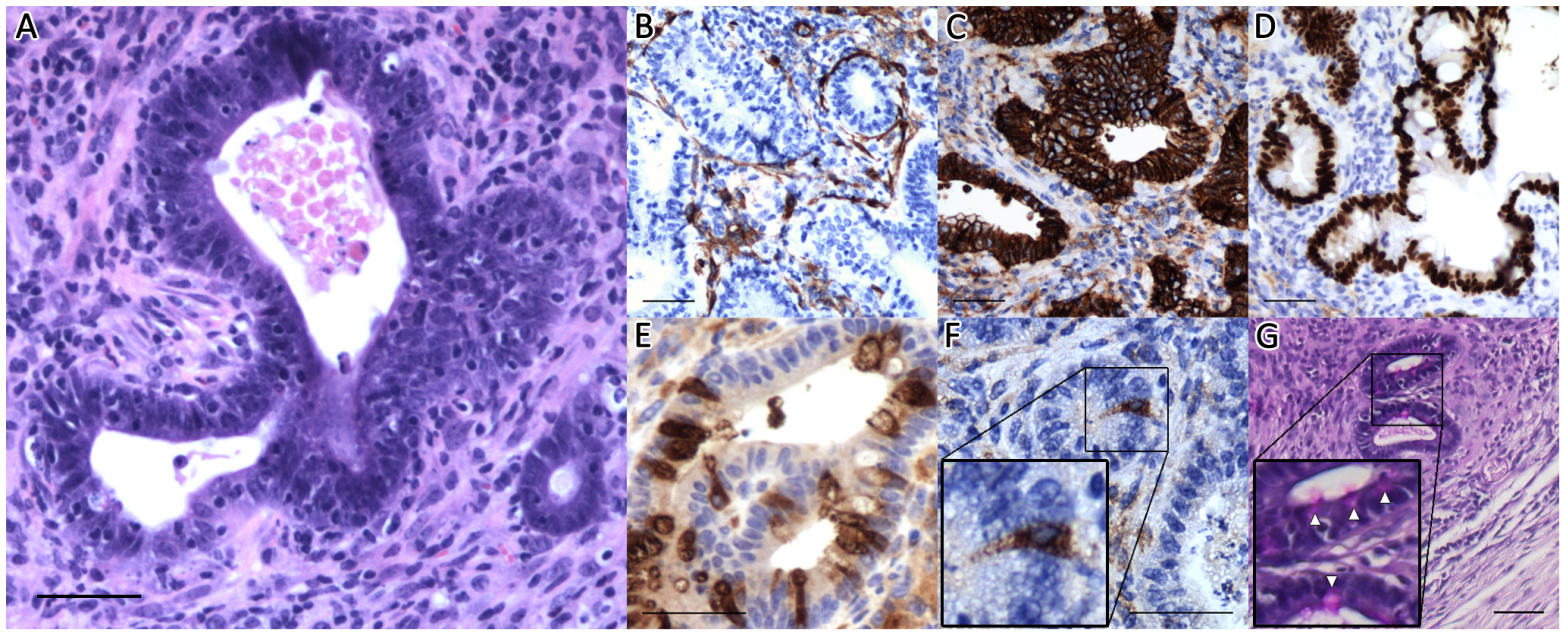
Histology of co-cultures implanted *in vivo* for 28 days. (A) H&E. (B) Immunohistochemical staining for (B) α-SMA, (C) E-Cadherin, (D) Cdx2, (E) lysozyme, (F) synaptophysin, and (G) PAS. The scale bar represents 50 µm.

### Enteroid Growth from Single ISCs

The beneficial effects of ISEMF co-culture was similarly assessed for intestinal epithelial cultures originating from single ISCs. Lgr5-positive single ISCs were isolated and FACS-sorted from an adult Lgr5-eGFP mouse, and they were grown in mono- and co-cultures as above. Resultant enteroids were larger and in co-culture compared with mono-culture. The total epithelial cross-sectional area per well was 3.5-fold larger with ISEMFs as compared to without (0.353±0.019 mm^2^ versus 0.105±0.083 mm^2^; p = 0.02) (Fig. 8A). Morphologically, the Lgr5-positive cells grew into budding enteroids in both conditions, but the ISEMFs again induced larger enteroids with more buds (Fig. 8B).

**Figure 8:**
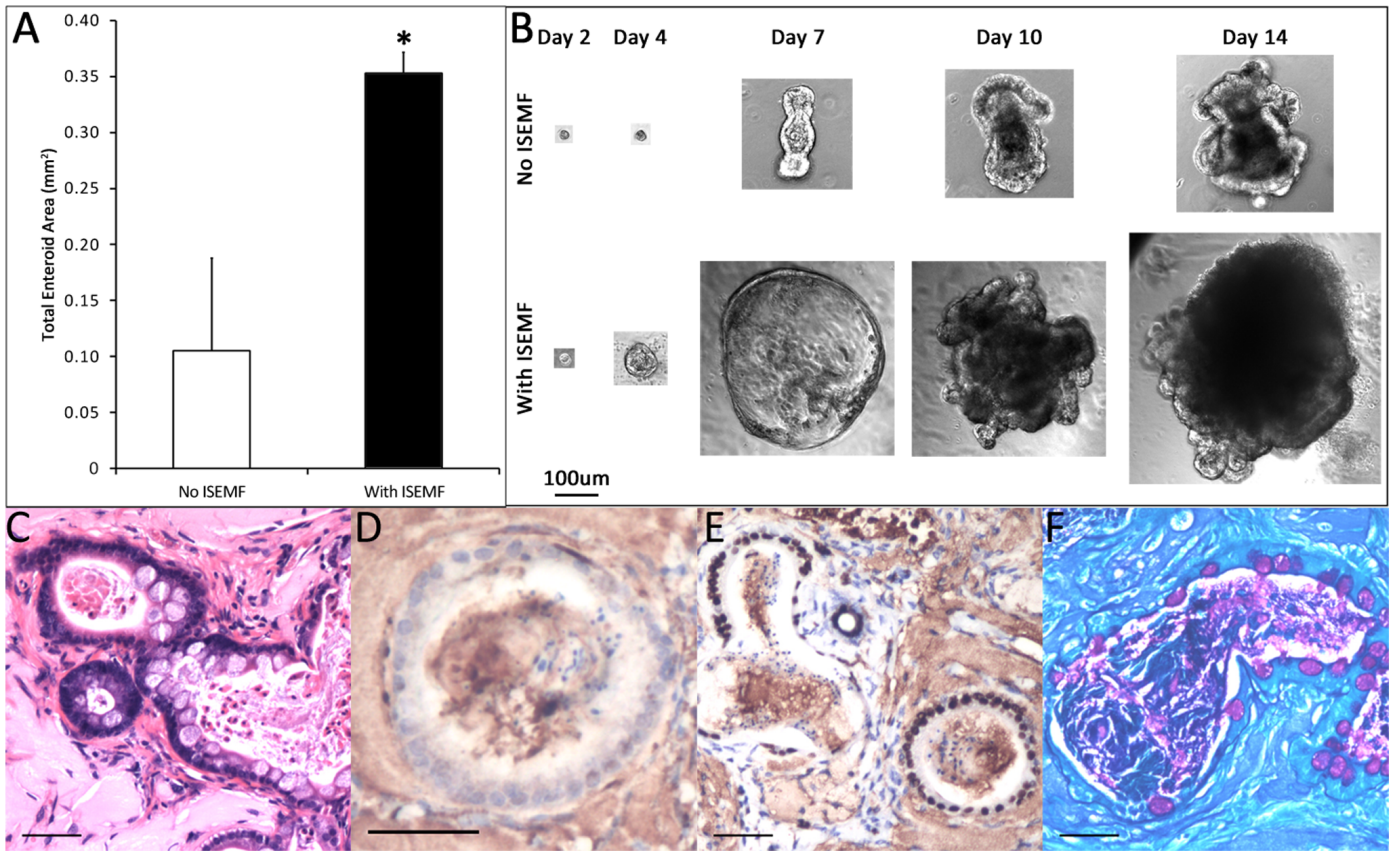
*In vitro* culture and *in vivo* histology of enteroids derived from single sorted stem cells. (A) The total cross-sectional area of the enteroids per well was measured to quantify the growth of the stem cells with and without ISEMFs (n = 2). (B) Time lapse images of the growth up to day 14. (C–F) Immunohistochemical staining of single ISC-derived enteroids and ISEMFs implanted *in vivo*. (C) H&E, (D) α-SMA, (E) Cdx2, and (F) PAS. The scale bar represents 100 µm in B and 50 µm in C through F. Asterisk indicates p<0.05 when compared to *No ISEMF*.

After 28 days of subcutaneous implantation, co-cultures of single ISC-derived enteroids and ISEMF were found in the retrieved explants (Fig. 8C), with ISEMFs surrounding the cysts (Fig. 8D). Cdx2 immunostaining confirmed the intestinal origin of the cysts (Fig. 8E) and PAS staining (Fig. 8F) suggested the presence of terminal epithelial lineage differentiation. The data suggest that ISEMFs improve the growth of single ISCs *in vitro* and maintain single ISC-derived intestinal epithelium *in vivo*.

### RNA Sequencing

RNA sequenced whole transcriptomes of supportive and non-supportive ISEMFs were examined to identify potential mechanistic factors (GEO Accession GSE52402). 

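The RNA sequencing compared 1 library of supportive ISEMFs, grown from 5-day-old C57BL/6 neonates, with 1 library of non-supportive ISEMFs, which the paper's methods describe as grown from 2-month-old mice. There was no replicate of either population, so no difference between them has a replicate check, and the populations also differed in the age of the mice. The culture passage of the sequenced cells is not given in the paper. The deposited labels appear to give a higher passage for the supportive library, so passage may differ along with the population. The authors prepared cDNA libraries from mRNA, aligned the reads to the mm9 mouse genome with TopHat using Ensembl genes as the splice junction library, and counted the reads of each gene with HTSeq, leaving out reads that did not map to a single gene. They deposited the count and the RPKM of 37309 genes in each library, together with a log2 ratio and DESeq p-values for the comparison. RPKM is the number of reads on a gene divided by the length of its exons and by the size of the library. A total of 50674472 reads were counted on genes in the supportive library and 49615497 in the non-supportive library. The deposited RPKM values correspond to library sizes of 71463423 and 69449374 reads, of which 70.9% and 71.4% were counted on genes, and both sizes are above the number of reads that the paper's methods state. The log2 ratios given here are of supportive over non-supportive ISEMFs, from the deposited RPKM values with a pseudocount of 0.1, which understates the difference of genes with low values. Tests on counts compare the reads of these 2 libraries, not the ISEMF populations, and their intervals cover counting error only. A fold difference against a library with 3 reads or fewer was computed at 3 reads and is a lower bound.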

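In the library of non-supportive ISEMFs, Acta2, the gene of α-SMA, had 174410 reads and an RPKM of 1410, which was rank 2 among all protein-coding genes. Vim had 101428 reads and an RPKM of 407, at rank 26. Des, the gene of desmin, had 1030 reads and an RPKM of 3.40, at rank 5239. The library of supportive ISEMFs had RPKM values of 908 for Acta2, 325 for Vim and 0.575 for Des. The RPKM of Des was 5.92-fold lower there, with a 95% exact interval from the reads of 5.05 to 6.98. The log2 ratios were -0.64 for Acta2, -0.33 for Vim and -2.38 for Des. The median of these 3 log2 ratios lay at percentile 8.73 of those of 10000 random lists of 3 protein-coding genes matched on mean expression.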

Non-supportive ISEMFs were isolated from adult mice and demonstrated high levels of α-SMA and vimentin expression and low desmin expression (data not shown). They were found to only weakly support enteroid growth in the absence of exogenous Rspo1. 

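The deposited table lists 22379 protein-coding genes. Of these, 16400 (73.3%) had at least 1 read in either library and 5979 had none. In the supportive library 15061 protein-coding genes had a read, and in the non-supportive library 15738. An RPKM of at least 1 was reached by 8501 protein-coding genes in the supportive library, by 8464 in the non-supportive library and by 9110 in either. A gene without reads can still make up to 5.92e-06% of the reads on genes in the supportive library and 6.05e-06% in the non-supportive library, the share of 3 reads, so genes below that level were not detectable at this depth.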

A total of 22,379 protein-coding mRNA’s were read. Of these, 27.6% (6,179/22,379) were calculated to be differentially expressed between the supportive and non-supportive ISEMFs (Fig. 9A), using a standard p<0.01 criterion. 

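A 2-sided exact binomial test of each gene's reads against the ratio of the library totals gave 9858 protein-coding genes with an unadjusted p-value under 0.01, which is 60.1% of the genes with a read and 44.1% of those listed. Of these, 4535 were higher and 5323 lower in the supportive library. This test takes counting error as the only source of variation. The count moved most when a biological coefficient of variation of 0.4 was assumed in edgeR's exact test, with 1355 genes. In the authors' deposited table, 6184 protein-coding genes have a DESeq p-value under 0.01, 2804 of them higher and 3380 lower in the supportive ISEMFs. All 6184 of the genes called in the authors' deposited table also had a p-value under 0.01 in the binomial test. Both tests use the same reads and the binomial test allows for less variation. This overlap was therefore nearly fixed in advance and is no independent check.

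**Figure D1:**
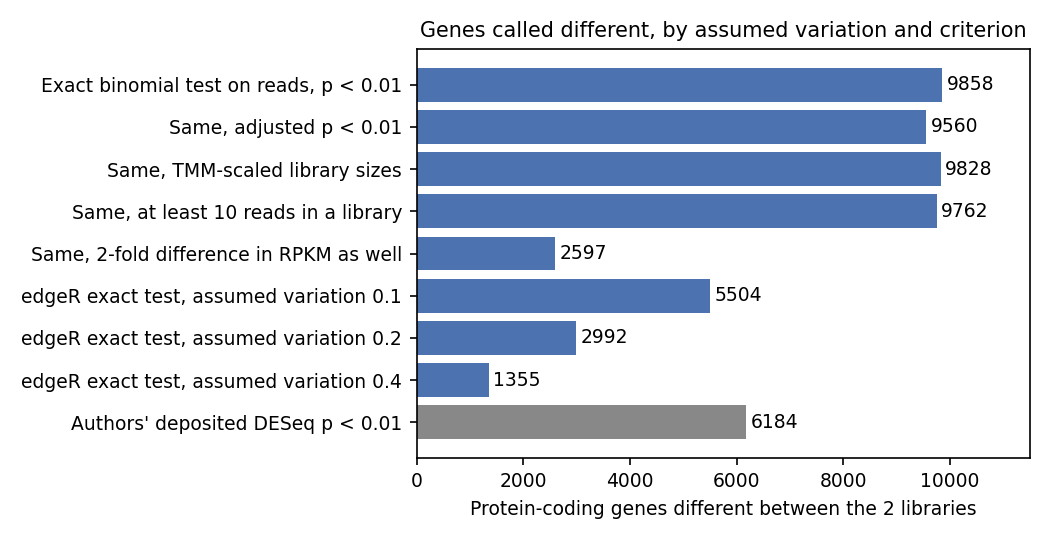
Number of protein-coding genes called different between the 2 libraries (horizontal axis) under each test and criterion (vertical axis). The blue bars are counts from the deposited reads and the grey bar is the count in the authors' deposited table. The counts from the reads run from 1355 genes with an assumed coefficient of variation of 0.4 to 9858 genes with counting error alone.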

30.3% (1,197/3,949) of *secreted* protein-coding transcripts (Fig. 9B) and 41.0% (32/78) of secreted *Wnt pathway* protein-coding transcripts (Fig. 9C) were differentially expressed between supportive and non-supportive ISEMFs. 

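The deposited table carries 3 columns of protein localization. They hold experimental, similarity-based and predicted annotation. Genes with a secretory annotation in any of them number 3949, of which 3017 had a read. These genes are called secreted here after the paper. Whether each protein is released from the cell was not checked. The exact binomial test gave a p-value under 0.01 for 1822 of these (60.4%), with 862 higher and 960 lower in the supportive library. In the authors' deposited table, 1198 secreted genes pass the same threshold. A 2-fold difference in RPKM was found for 417 of the 1600 secreted genes with an RPKM of at least 1 in either library (26.1%), against 1661 of 9110 protein-coding genes (18.2%). The 78 secreted Wnt pathway genes of Fig. 9C are the 74 secreted genes of the authors' deposited Wnt pathway list and the 4 R-spondins. Of these genes 62 had a read, and 41 had a p-value under 0.01 in the exact binomial test, 15 higher and 26 lower in the supportive library. In the authors' deposited table the count is 32, with 13 higher and 19 lower.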

Wnt pathway mediators such as the agonist Rspo2, antagonist Dkk3, and downstream product Wisp2 were found to have higher expression in the supportive ISEMFs (Fig. 9D). 

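Dkk3 lies on chromosome 7 of mm9 from 119259533 to 119302571, on the minus strand. It had 16508 reads and an RPKM of 68.8 in the supportive library, and 4706 reads and an RPKM of 20.2 in the non-supportive library. Its RPKM was 3.41-fold higher in supportive ISEMFs (95% exact interval from the reads, 3.30 to 3.52), a log2 ratio of 1.76. Wisp2 lies on chromosome 2 from 163646597 to 163658882, on the plus strand. It had 2841 reads and an RPKM of 19.0 in the supportive library against 89 reads and an RPKM of 0.613. The 95% exact interval of that difference was 25.1-fold to 38.8-fold, and the log2 ratio was 4.74. The authors' deposited table gives p-values of 9.33e-126 for Dkk3 and 8.20e-95 for Wisp2.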

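Rspo2 encodes R-spondin 2, a secreted agonist of Wnt signaling. The gene lies on chromosome 15 of mm9 from 42852357 to 43002364, on the minus strand, and its exons in the annotation make 6 separate blocks. The supportive library held 5918 Rspo2 reads and the non-supportive library 22. The 5918 reads are 99.6% of the 5940 reads from both libraries (95% Clopper-Pearson interval, 99.4% to 99.8%), where 50.5% would fall in the supportive library without a difference. The 2-sided exact binomial test gave a p-value whose log10 is -1699, which compares these libraries and not the populations. The ratio of the RPKM values was 261 (95% exact interval, 173 to 417). The log2 ratio of 7.00 with the pseudocount of 0.1 was the largest of the 9110 protein-coding genes with an RPKM of at least 1 in either library. That rank depends on the pseudocount, and with 0.001 the log2 ratio of Hhip was 10.84, above the 8.02 of Rspo2. With a pseudocount of 1, the setting that moved it most, the log2 ratio was 4.56. The authors' deposited table gives a DESeq p-value of 1.58e-243.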

Rspo2 expression was markedly higher in the supportive ISEMFs compared to the non-supportive ISEMFs (RPKM 24.9 versus 0.0953; p = 10^−243^). 

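Rspo1 had no read in either library. At this depth a gene of its length could have an RPKM of up to 0.0184 in the supportive library and 0.0189 in the non-supportive library, the value of 3 reads. Rspo4 had 1 read in the supportive library and 0 in the non-supportive library. Rspo3 had 234 reads and an RPKM of 1.37 in the supportive library against 200 reads and an RPKM of 1.20. The Rspo3 ratio of 1.14 had a 95% exact interval from 0.937 to 1.38, so a difference was not detectable (2-sided exact binomial test, p = 0.164). The authors' deposited table gives a p-value of 0.524 for Rspo3.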

Rspo- 1, 3, and 4 had a similar, low detection pattern between both ISEMF populations (Fig. 9A). The data suggest that while both ISEMFs exhibit similar overall gene expressions, the supportive ISEMF had higher expression in some Wnt pathway transcripts, for example Rspo2.

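Over genes of all types, 1844 of the 10086 with an RPKM of at least 1 in either library had a 2-fold difference (18.3%). Of these, 909 were higher and 935 lower in supportive ISEMFs. The settings that moved the count most were a 4-fold threshold, with 659 genes, and no minimum on RPKM, with 3660 of the 37309 genes listed. From its sequencing data, the paper proposes that the overall expression of both ISEMF populations is alike. It also proposes that some Wnt pathway transcripts, Rspo2 among them, are higher in the supportive one.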

**Figure 9:**
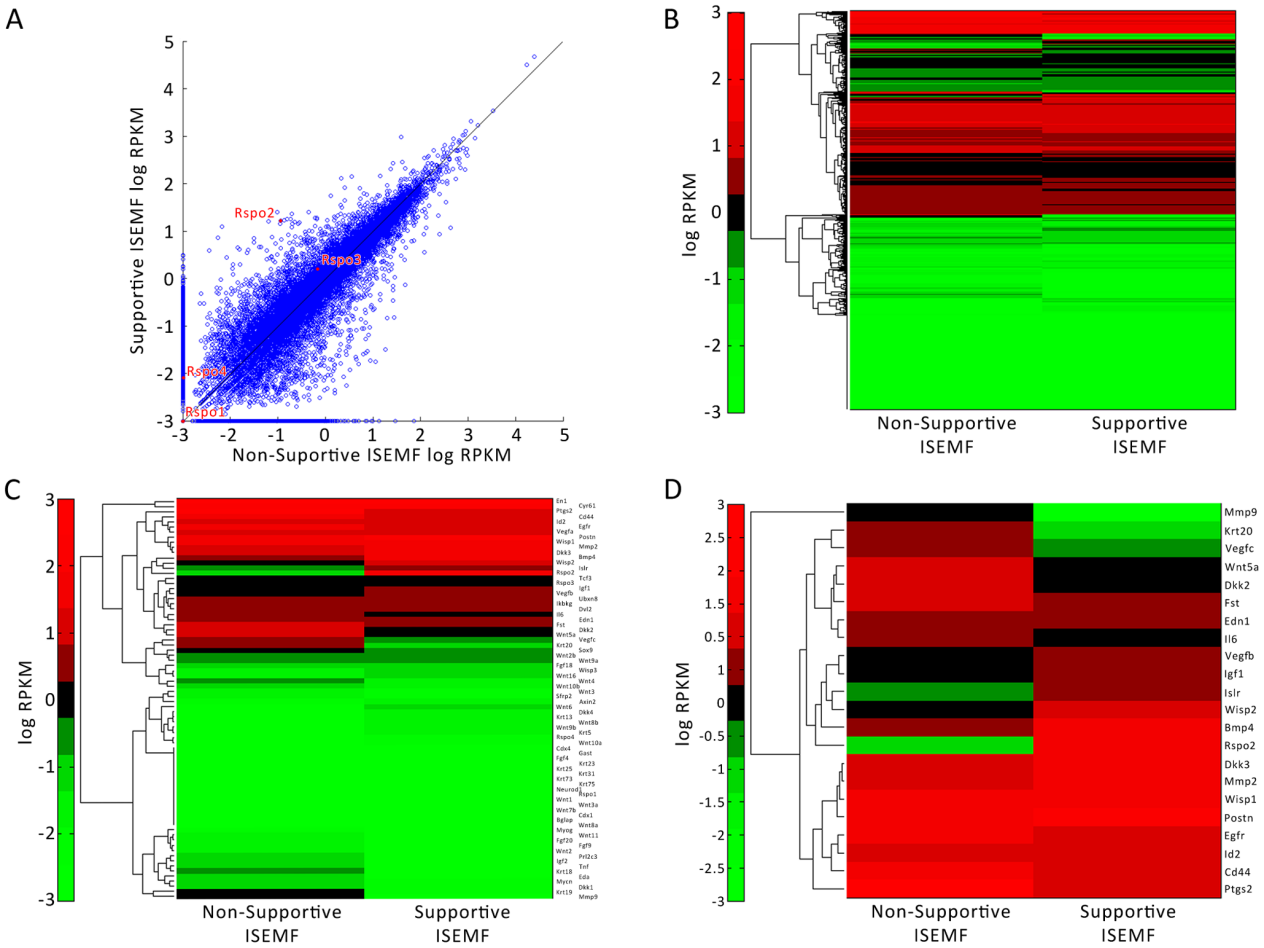
RNA whole transcriptome sequencing of supportive and non-supportive ISEMFs. The logarithmic transformation of RPKM values of (A) all genes, (B) genes coding for secreted proteins, and (C) genes coding for secreted proteins of the Wnt pathway were analyzed between supportive and non-supportive ISEMFs. (D) Select genes coding for secreted proteins of the Wnt pathway with at least a twofold difference in RPKM between supportive and non-supportive ISEMFs.

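All 22 genes of Fig. 9D had an RPKM ratio of at least 2 in the direction the figure shows, 10 higher and 12 lower in supportive ISEMFs. They are also the only genes among the 29 secreted Wnt pathway genes with an RPKM of at least 1 that reached a 2-fold difference with the pseudocount of 0.1. The gene with the fewest reads, Mmp9, had 387 over both libraries, all in the non-supportive one, and was at least 133-fold lower in the supportive library. Whether its reads came from ISEMFs or from other cells in the non-supportive culture was not tested. Among the higher genes, Bmp4 rose from an RPKM of 2.12 in non-supportive to 35.6 in supportive ISEMFs, and Islr from 0.466 to 6.33. Among the lower genes, Ptgs2 was at 429 in non-supportive and 11.7 in supportive ISEMFs, Wnt5a at 17.0 and 0.983, and Cd44 at 71.9 and 13.0. The smallest ratio was that of Postn, 2.05-fold higher with a 95% exact interval of 2.02 to 2.07. For Vegfb and Il6 the intervals reached below 2, with lower limits of 1.80 and 1.90.

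**Figure D2:**
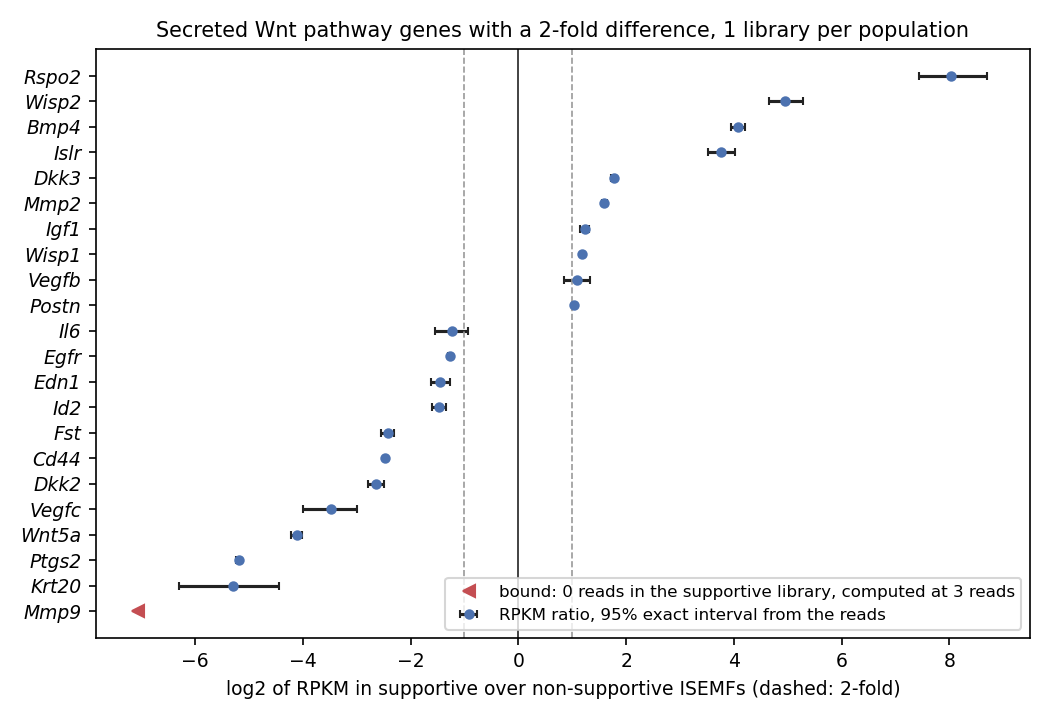
Log2 of the RPKM ratio of supportive over non-supportive ISEMFs (horizontal axis) for each gene of Fig. 9D (vertical axis), without a pseudocount and with 1 library per population. Points are ratios, black bars are 95% exact intervals from the reads, and the red triangle is the bound for Mmp9. Rspo2 has the highest ratio and Mmp9, computed at 3 reads, the lowest.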

### Non-Supportive ISEMF

Supportive and non-supportive ISEMFs were examined in culture to further investigate the RNA sequencing finding of relative overexpression of Rspo2 in supportive populations. Subsequent qPCR confirmed that the supportive neonatal ISEMFs did not highly express Rspo1, but Rspo2 was highly overexpressed relative to small bowel. By contrast, non-supportive adult ISEMFs expressed low levels of Rspo2 (Fig. 10A). These cells were co-cultured in intimate contact with crypts, using culture media either devoid of R-spondin or containing Rspo2. In the stringent condition lacking exogenous R-spondin, we observed an improved enteroid forming efficiency with the supportive neonatal ISEMF compared with the non-supportive adult ISEMFs (39±3.0% versus 4.8±0.5%; p = 0.001) (Fig. 10B). When exogenous Rspo2 was added to the media, enteroid forming efficiency with the non-supportive ISEMFs improved to 38±6.8% (p = 0.01 compared with no Rspo2). The findings confirmed that Rspo2 is a critical mediator unique to supportive ISEMFs in our *in vitro* cultures.

**Figure 10:**
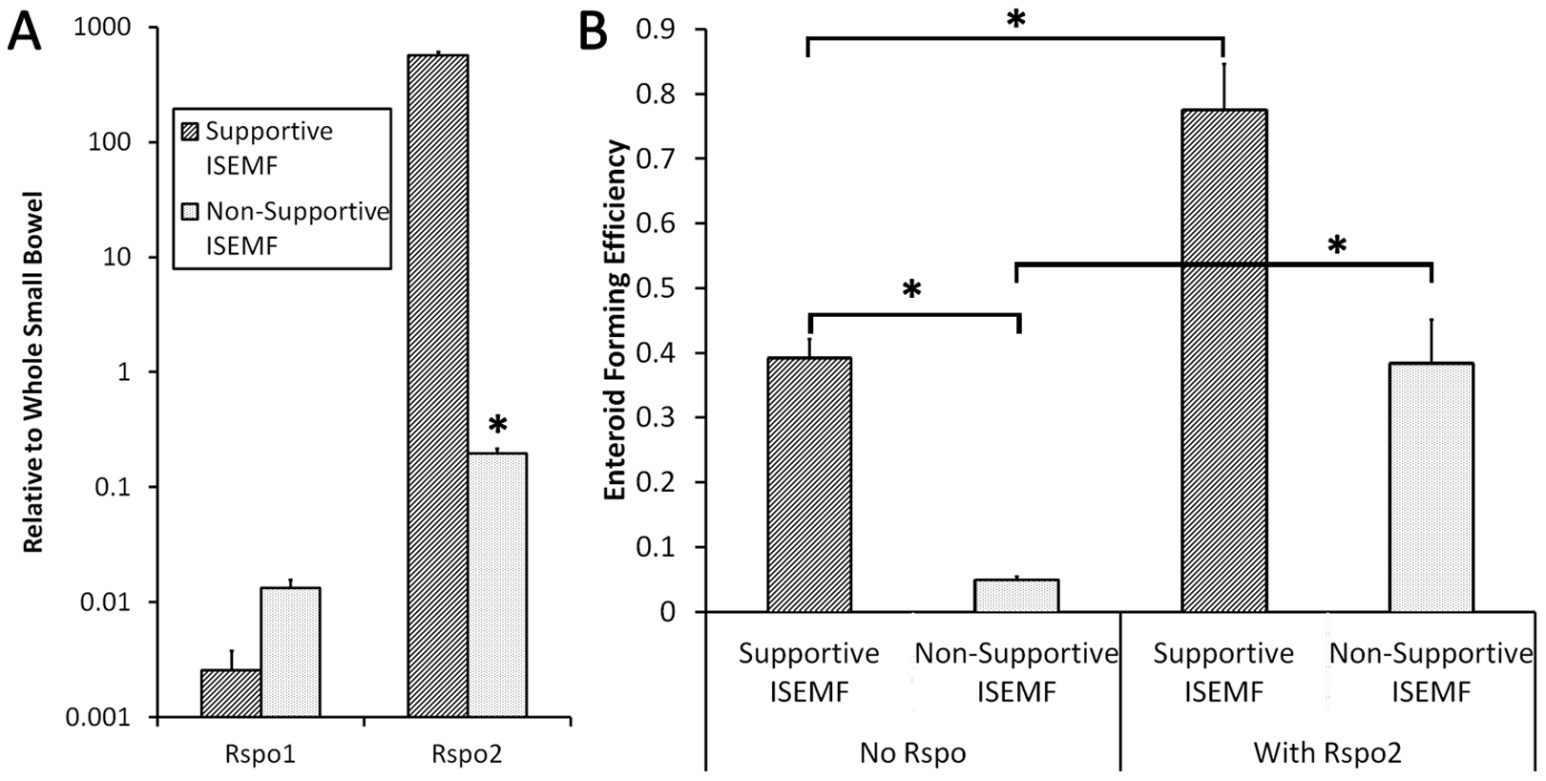
Supportive versus Non-Supportive ISEMFs. (A) Rspo1 and Rspo2 mRNA expression was measured by qPCR in ISEMFs that were supportive or non-supportive of crypt growth without exogenous Rspo1 (n = 3). (B) Enteroid forming efficiency was measured in co-cultures with supportive or non-supportive ISEMFs, with and without exogenous Rspo2 in the culture media. Asterisk indicates p<0.05 when compared to *Supportive ISEMF* in (A) and between the indicated groups in (B).

## Discussion

In this study, we demonstrate that crypts or single intestinal epithelial stem cells co-cultured *in vitro* with intestinal subepithelial myofibroblasts give rise to larger enteroids than found in corresponding monoculture. The supportive ISEMF population was able to rescue crypts grown without exogenous Rspo1, a growth factor thought to be necessary for *in vitro* epithelial monoculture. Moreover, ISEMFs are capable of sustaining the growth of enteroids subcutaneously *in vivo* for one month without exogenous provision of growth factors. These findings suggest that ISEMFs play an important role within the ISC niche by providing growth factors beneficial to ISC maintenance and development.

It is likely that ISEMFs support the ISC niche through multiple mechanisms, including interaction through the Wnt pathway. The RNA sequences of the transcriptomes of supportive and non-supportive ISEMFs were highly concordant (Fig. 9A). However, key differences were observed in the genes coding for secreted Wnt proteins, such as R-spondin. 

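Across the 37309 genes, log10(RPKM + 0.001) of the libraries had a Pearson correlation of 0.935 and a Spearman correlation of 0.922. The setting that moved these most was the restriction to expressed genes. Over the 10086 genes with an RPKM of at least 1 in either library, the Pearson correlation was 0.745 and the Spearman correlation 0.851. Over the 21596 genes with a read in either library they were 0.826 and 0.905. Genes without a read have the same value in both libraries and so raise the correlations over all genes. These correlations are across genes, which are not independent replicates, and there is no pair of replicate libraries to set beside them.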

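Of the 29 secreted Wnt pathway genes with an RPKM of at least 1 in either library, 75.9% had a 2-fold difference. Their median absolute log2 ratio was 1.46. Among 10000 random lists of 29 protein-coding genes matched on mean expression, the median was 0.43 and 95% of lists fell between 0.27 and 0.65, and 0 lists reached the observed value. Lists drawn from secreted genes alone fell between 0.31 and 0.81. Without the R-spondins the median over the other 27 genes was also 1.46. Over all 78 secreted Wnt pathway genes, with no minimum on RPKM, 27 had a 2-fold difference and the median was 0.44, against 0.21 for random lists. Over the 75 genes of the whole deposited Wnt pathway list with an RPKM of at least 1, it was 1.04, again above all random lists. These percentiles describe the libraries and test no difference between populations.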

Messenger RNA qPCR analysis of the ISEMFs showed negligible gene expression of Rspo1 compared to small bowel (Fig. 10A); however, Rspo2 was highly expressed in supportive ISEMFs. The latter has been reported to bind to Lgr5 and its homologues, which are components of the Wnt pathway [12]. Interestingly, Rspo2 has been found to be a more potent Wnt agonist than Rspo1 [26], which has traditionally been used in *in vitro* cultures [15]. *In vivo*, Rspo2 has been reported to enhance the growth of intestinal epithelial precursors and inhibiting differentiation [27]. Its regulation is vital for maintaining homeostasis in the intestinal epithelium.

Our prior *in vitro* data on human tissues revealed that ISEMFs from an infant were supportive of long-term epithelial growth, whereas ISEMFs from adults were non-supportive [7]. This observation motivated our efforts to isolate non-supportive ISEMFs from an adult mouse, in order to further elucidate the neonatal ISEMF support mechanism. The adult murine ISEMF population only weakly supported enteroid formation without added Rspo1; this was overcome by providing exogenous Rspo2. Intriguingly, whole jejunum from 1- or 6-month-old adult mice expressed 5 times less Rspo2 mRNA compared to week-old mice pups (Fig.S1). This finding begs the question of the role of ISEMFs in the adult ISC niche; it is unclear if there is an age-dependent shift in ISEMF phenotype. Further experiments are necessary to assess ISEMFs *in vivo* across a range of ages. R-spondin2 is a promising candidate responsible for signaling between ISEMFs and stem cells *in vivo*, and this possibility warrants further investigation.

Others have reported that ISEMFs provide growth promoters aside from R-spondins [16], [21]. Paneth cells have been suggested as important constituents of the ISC niche [5]. ISEMFs may further support ISCs by relatively favoring the Paneth cell lineage, as enteroids cultured with supportive ISEMFs expressed lysozyme more highly than those without ISEMFs (Fig. 3C). Therefore, ISEMFs both directly and indirectly provide the ISCs with sources of the Wnt signaling required for stem cell proliferation. These mechanisms remain poorly characterized and will require further elucidation in the future.

The capacity of ISEMFs to support growth in the absence of exogenous R-spondin is a significant advance in culture methodology. This appears to be a unique property of ISEMFs, as mouse embryonic fibroblasts did not support *in vitro* epithelial growth in the absence of Rspo1 (data not shown). Previously described culture methods require exogenous Rspo1 for crypt or stem cell survival [15], [23].

We chose subcutaneous rather than orthotopic implantation of enteroids in order to interrogate how faithfully our culture conditions reproduced the ISC niche. Successful *in vivo* intestinal epithelial engraftment was observed only with co-cultured ISEMFs and the recovered enteroids gave rise to differentiated epithelial lineages. We speculate that the inability to grow enteroids *in vivo* without ISEMFs is likely due to the absence of vital growth factors in the subcutaneous environment. Immunohistochemical staining for α-smooth muscle actin on the explants revealed that ISEMFs encircle the enteroids. The close proximity recapitulates the intestinal stem cell niche *in vivo*, where ISEMFs lie just basal to the crypts. Our *in vitro* findings with conditioned media suggest that ISEMFs are actively secreting growth-promoting soluble factors. However, direct comparison of distance in co-culture demonstrated an attenuated effect as the distance between epithelial and ISEMF compartments was increased, suggesting that close proximity between the ISEMFs and epithelial cells is preferable. The effect may be due to the concentration gradient of Rspo2 from the ISEMFs to the epithelial cells. However, it is still unclear if cell-cell contact is necessary *in vitro*. The close spatial relationship between ISCs and ISEMFs is likely a critical factor for *in vivo* survival in the absence of exogenous supplementation of growth factors.

Our findings support the use of ISEMFs in tissue-engineering applications. Previous studies from our laboratory have demonstrated that intestinal organoids containing crypts and surrounding mesenchyme are able to form a functional neomucosa *in vivo* [28]–[30]. However, the requirement for a substantial amount of harvested tissue to generate only modest quantities of neomucosa limits the clinical utility of this approach. In contrast, the present work demonstrates that it is possible to expand intestinal epithelial cell mass *in vitro*, while maintaining the capacity for successful *in vivo* engraftment. The addition of ISEMFs as a part of an experimentally recapitulated stem cell niche presents an exciting new avenue for intestinal tissue engineering.

### Conclusion

We conclude that co-culture of intestinal epithelial stem cells with ISEMFs yields larger enteroids with improved viability, even in the absence of exogenous growth factors. This effect allows for successful subcutaneous *in vivo* implantation and engraftment. ISEMFs appear to produce soluble factors that interact with the ISCs and promote their maintenance and self-renewal. Finding optimal conditions to integrate ISCs and ISEMFs into a functional tissue engineered neomucosa will be the next major challenge in developing translational clinical applications.

## Supporting Information

Figure S1 **R-spondin2 (Rspo2) mRNA expression in whole small intestine across several ages.** Whole (A) jejunum or (B) ileum from 7-day-, 1-month-, or 6-month-old mice were isolated and analyzed for Rspo2 mRNA expression through qPCR. The expression was normalized to the 7-day-old jejunum or ileum (n = 2). Asterisk indicates p<0.05 when compared to *7 Day Old Jejunum*.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

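The data are from RNA sequencing of 1 library of supportive ISEMFs from neonatal mice and 1 library of non-supportive ISEMFs from adult mice. The authors sequenced the libraries as single-end reads, aligned them to mm9 with TopHat using Ensembl gene annotation, kept unique hits, and counted reads with HTSeq. Neither the Ensembl release nor the version of DESeq is named in the paper's text. The counts the authors deposited are whole reads per gene without normalization. The RPKM values the authors deposited are those counts divided by the union of the gene's exons and by the library size. The p-values and adjusted p-values in the authors' deposited table come from DESeq, and the deposited log2 ratio equals the log2 of the RPKM values of supportive over non-supportive ISEMFs with 0.001 added to each. A shorter table deposited by the authors holds 209 Wnt pathway genes, all with the same values as in the table of all genes.

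Each library was taken by its population name in the labels. Of the 37309 gene identifiers, all are in the GENCODE vM1 annotation of the same genome build and on the same chromosome there, and 65.7% have the same exon length. Coordinates and GC content were taken from that annotation. Reads on genes numbered 50674472 and 49615497, so a gene with 3 reads makes about 5.92e-06% of the supportive library. Mitochondrial ribosomal RNA made 13.5% of the reads on genes in the supportive library and 7.13% in the non-supportive one, and the 10 genes with the most reads made 22.5% and 16.0%.

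Log2 ratios were computed from RPKM with a pseudocount of 0.1, and 2-fold differences were counted over genes with an RPKM of at least 1 in at least 1 library. Reads were compared with a 2-sided exact binomial test against the ratio of library totals, over genes with at least 1 read, at an unadjusted p-value of 0.01 after the paper's criterion. Intervals of a ratio come from the exact Clopper-Pearson interval of the share of reads, at 95%. Gene lists with at least 3 genes at an RPKM of at least 1 were compared by the percentile of their median log2 ratio among 10000 random lists of protein-coding genes matched on mean expression in 20 bins. With 1 library per population, neither edgeR's quasi-likelihood test nor DESeq2's test can estimate the variation between replicates, so edgeR's exact test was run only as an alternative with assumed coefficients of variation of 0.1, 0.2 and 0.4. The other alternatives were pseudocounts of 1 and 0.001, a minimum RPKM of 5, no minimum, RPKM rescaled to a median log2 ratio of 0, a 4-fold threshold, Benjamini-Hochberg adjustment, TMM factors (0.984 and 1.02) and median-of-ratios size factors, which came out at 1 for both libraries, and a minimum of 10 reads. These were set before the data were examined. The alternatives for the secreted and Wnt pathway counts of the binomial test, for the choice of Wnt list, for the gene lists, for the named genes other than Rspo2 and for the trend with GC content and length were added afterwards.

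The rule for secreted genes, a secretory annotation in any of the 3 localization columns, was chosen after the table was seen because it gives the number of secreted genes that the paper states. The design written before the data were examined named the deposited Wnt pathway list for the 2-fold comparison. The 78 genes of Fig. 9C were used in its place, and the whole list is given as an alternative. The genes named are those the paper names in its sequencing and characterization text, those labelled in Fig. 9D, the genes of the lists where a list is reported, and the 5 protein-coding genes with the largest log2 ratio in each direction. The lists for myofibroblast, epithelium, smooth muscle, fibroblast, immune, endothelium, neurons and glia, pericyte, proliferation, senescence and passage, sex-linked, niche factors, Wnt targets, subepithelial mesenchyme, Hox and interferon genes were written before the data were examined, and lists of further macrophage, lymphocyte, mast cell, Hedgehog ligand and Hedgehog response genes before their own values were seen.

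The steps were tested on simulated data made from the real genes' levels and library sizes, with 200 genes changed by known folds. With counting error alone, the binomial test found 99.5% of the changed genes and called 0.847% of the unchanged ones among 11419 genes. With a coefficient of variation of 0.2 added, it called 63.7% of the unchanged genes, while edgeR's exact test given that variation called 0.998% of them and found 78.5% of the changed genes. Of 100 unchanged lists, 5 fell outside 95% of the random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 (for size factors only) were used. The qPCR, culture and implantation experiments of the paper were not analysed here. Not every gene of the lists is reported here.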

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

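The tests of GC content and gene length, of counting error for Lgr5 and of dilution for the fibroblast genes were chosen after the results were seen. Of the lists of genes written before the data were examined, 13 had at least 3 genes at an RPKM of at least 1, and the median log2 ratio of 6 lay outside 95% of matched random lists, where 0.65 would by chance if the genes of a list varied independently. Genes of 1 list vary together, so more are possible by chance. Of the niche factor list 15 genes and of the fibroblast list 1 gene are in Fig. 9C. The 6 lists and the 2 results that follow them each compare 1 library with 1 library. The age of the mice and the separate isolations differ along with the population. The paper does not give the culture passage of the sequenced cells, and the deposited labels appear to give a higher one for the supportive library. A biological difference between ISEMFs, an effect of age, an effect of passage and a difference between isolations therefore remain open and untested for each.

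The immune list had a median log2 ratio of -4.40 (-7.39 with genes at 3 reads or fewer at their bound), below all 10000 random lists, and all 6 expressed genes were lower in supportive ISEMFs. Lyz2 was at an RPKM of 72.7 in the non-supportive library and 6.31 in the supportive one, Tyrobp at 30.0 and 0, and Fcer1g at 6.97 and 0.0525. After the trend with GC content and length was removed, the list was at percentile 0, which argues against that bias. Immune cells in the non-supportive culture, such as macrophages, are a candidate explanation. In a further list of macrophage genes, 8 of the 9 genes with an RPKM of at least 1 were at least 4-fold higher in the non-supportive library, with a median log2 ratio of -4.15 (-6.67 at the bounds), and the highest was Cd53 at an RPKM of 5.62, which was at 2.61 in the supportive library. The immune list shares 0 genes with the other lists written before the data were examined. Of the lymphocyte and the mast cell genes, 0 had an RPKM of at least 1 in either library. Whether the reads came from macrophages or from ISEMFs that express these genes was not tested.

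The interferon list had a median log2 ratio of 3.07, above all random lists. All 6 expressed genes were at least 2-fold higher in the supportive library, among them Isg15 at an RPKM of 14.2 against 0.267 and Ifit1 at 6.62 against 0.352. Rsad2, under an RPKM of 1 in both libraries, was lower, with 19 reads against 57. It was at percentile 100 after the trend with GC content and length was removed, which argues against that bias. No other explanation was tested.

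The niche factor list had a median log2 ratio of -1.39, below all random lists, with 5 of 13 expressed genes higher and 8 lower in supportive ISEMFs. Grem1 was at an RPKM of 252 in the non-supportive library and 8.48 in the supportive one, and Hbegf at 59.0 and 14.9. Besides Rspo2, the genes at least 2-fold higher in the supportive library were Bmp4, Hgf and Igf1. Of the list's 33 genes, 15 are also in Fig. 9C, and without them the median over 8 expressed genes was -1.71, again below all random lists. The list was at percentile 0 after removal of the trend with GC content and length, so the tables argue against that bias.

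The fibroblast list had a median log2 ratio of 1.06, above all random lists, and stayed at percentile 100 without the trend with GC content and length. Of its 10 genes, 1 is in another list and 1 in Fig. 9C. Dilution of fibroblast transcripts by other cells in the non-supportive culture would shift them by a common factor, but their log2 ratios spanned 5.17, from -1.82 for Pdgfra to 3.36 for Col3a1, each with at least 2549 reads over both libraries. Col1a1 was nearly level, with an RPKM of 317 in the supportive and 288 in the non-supportive library, while Col1a2 was at 286 and 41.6.

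The smooth muscle list had a median log2 ratio of -0.72, at percentile 0.86, and at percentile 0.95 after removal of the trend with GC content and length, which argues against that bias as the whole cause. All 8 expressed genes were lower in supportive ISEMFs, from Des at an RPKM of 0.575 against 3.40 to Actg2 at 247 against 292, with Myh11 at 26.3 against 108. Of its 9 genes, 2 are also in the myofibroblast list. A lower share of smooth muscle cells in the supportive culture is a candidate explanation for these genes and for Des. The 8 smooth muscle genes other than Des spanned 4.42 on the log2 scale, but the upper end is Myocd alone, which was under an RPKM of 1 in both libraries, with 591 reads in the supportive and 37 in the non-supportive library. The 7 expressed ones, set apart after their values were seen, were all lower and spanned 1.79. Since myofibroblasts express many of these genes themselves, a lower share and a lower expression cannot be told apart from 1 library per population.

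The subepithelial mesenchyme list had a median log2 ratio of 1.18 (1.19 at the bounds), at percentile 99.8. It was at percentile 99.8 again after removal of the trend with GC content and length. Its 6 expressed genes went both ways, 3 higher and 3 lower in supportive ISEMFs. The median of such a list cannot show a common shift, so these percentiles do not decide about that bias. Hhip was at an RPKM of 12.3 against 0.00573 (at least 1434-fold higher), Ptch1 at 37.2 against 5.20 and Gli1 at 1.98 against 0.0104, while Cd34 was at 2.83 against 23.9 and Foxf2 at 0.379 against 5.59. As Gli1, Ptch1 and Hhip are targets of Hedgehog signaling, a Hedgehog ligand made in the supportive culture was a candidate explanation. The highest RPKM of Shh, Ihh and Dhh in the supportive library was 0.00592, which argues against it. A further list of Hedgehog response genes had a median log2 ratio of 0.96 over 5 expressed genes, at percentile 99.4, with 3 higher and 2 lower. A ligand in the culture medium was not tested.

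Chromosome Y had 2002 reads in the non-supportive library and 0 in the supportive library, which allows up to 3. Xist, which is transcribed from an inactive X chromosome, was present in both, and its RPKM of 55.1 in the non-supportive library was 62.9% of that in the supportive library. That argues against a female animal behind 1 culture and a male behind the other. Cells of both sexes in the non-supportive culture are a candidate explanation. It predicts the Y-linked genes at between 5% and 60% of their X copies, and the median over the 4 with reads was 15.8%. Usp9y, Zfy1, Zfy2 and Sry, in the same list, had 0 reads in both libraries and do not enter that median. The single values were 4.22% for Ddx3y, 8.85% for Uty, 22.8% for Kdm5d and 124% for Eif2s3y, on both sides of that range. That each gene, and not the median, should lie in the range was decided after these values were seen. On that reading a mixture and other sources of these reads cannot be told apart.

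Lgr5, which the paper measured by qPCR as a marker of epithelial stem cells in the cultures, had 6702 reads and an RPKM of 7.22 in the library of supportive ISEMFs and 4 reads in that of non-supportive ISEMFs. The difference had a lower 95% limit of 636-fold, so counting error is no explanation. Epithelial cells in the supportive culture would bring their abundant transcripts, but 0 of the other 13 epithelial genes reached the RPKM of Lgr5 in that library, and the highest, Cdh1, was at 0.427. Expression of Lgr5 by the supportive ISEMFs may be the source of these reads, as a hypothesis from the same data. Reads shared with paralogs were not tested.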

How the results depend on the processing

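Which alternatives were set before the data were examined and which were added is given with the processing. No paired analysis was possible because there was 1 library per population and the deposited columns carry no replicate numbers that groups share. No replicate was left out for the same reason, and edgeR's quasi-likelihood test and DESeq2's test cannot be fitted.

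The number of genes with a 2-fold difference was 1199 with a pseudocount of 1, 3660 without the minimum on RPKM, 878 with an RPKM of at least 5 and 659 with a 4-fold threshold, against 1844. Fewer or more genes enter the count by the construction of the last 3 of these settings. Rescaling RPKM by the median log2 ratio of -0.08 gave 1840 genes, 997 higher and 843 lower in supportive ISEMFs, against 909 and 935. Of the secreted genes, 233 had a 2-fold difference among those with an RPKM of at least 5, and 205 reached 4-fold, against 417. Of the secreted Wnt pathway genes, 12 reached 4-fold, 4 of them higher and 8 lower in supportive ISEMFs, against 22. The whole deposited Wnt pathway list had 40 genes with a 2-fold difference, as it holds more genes.

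The number of genes called from the reads depended on the variation assumed between cultures, which 1 library per population cannot measure. With assumed coefficients of variation of 0.1, 0.2 and 0.4 in edgeR's exact test, 5504, 2992 and 1355 protein-coding genes were called, against 9858 with counting error alone. Of the secreted genes 1131, 696 and 382 were called, against 1822. Of the secreted Wnt pathway genes 18 were called with a coefficient of 0.4, 4 higher and 14 lower, against 41. With a 2-fold difference required as well, the counts were 2597 protein-coding, 610 secreted and 27 secreted Wnt pathway genes. Adjustment for multiple tests, TMM factors, size factors and a minimum of 10 reads left the protein-coding count between 9560 and 9828. The direction depended on the scaling of the libraries. With TMM factors, 4890 protein-coding genes were higher and 4938 lower in the supportive library, against 4535 and 5323. Of the secreted genes, 917 were then higher and 895 lower, against 862 and 960, so the larger side changed.

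The log2 ratio of Rspo2 was 4.56 with a pseudocount of 1 and 8.02 with 0.001, against 7.00, since its RPKM in the non-supportive library lies below the pseudocount of 0.1. The Pearson correlation of the libraries across genes was 0.960 for log10(RPKM + 1) and 0.745 over genes with an RPKM of at least 1, against 0.935, and the Spearman correlation over the latter was 0.851 against 0.922. Over the 21596 genes with a read in either library, the Pearson correlation was 0.826 and the Spearman correlation 0.905. Genes without a read have the same value in both libraries, so they raise the correlations over all genes. The cause of the other differences was not tested. The median absolute log2 ratio of the secreted Wnt pathway genes lay above all random lists in every setting tried. Of the gene lists, 0 crossed the limits of 95% of random lists with a pseudocount of 1 or the trend with GC content and length removed. Rescaled RPKM moves a list and its random lists alike, so it does not test these percentiles. The pericyte list went from percentile 60.9 to 39.8 with the trend removed, within 95% of random lists both times. Besides Rspo2, 34 named genes were recomputed one by one, and of their 102 log2 ratios under alternatives, 46 moved by more than their counting error. A pseudocount added to both libraries cannot change the sign of a log2 ratio, so these settings do not test direction. Lgr5, Xist and most genes named from the lists were not recomputed in this way.

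Depth limits the results of Rspo1, Rspo4, Mmp9 and the genes without reads, for which a difference below 3 reads cannot be seen. For the genes with many reads, the lack of replicates limits the results and not the depth.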

Differences from the paper's values

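The exact binomial test gave 9858 protein-coding genes with a p-value under 0.01, against the paper's 6179, and 44.1% of the genes listed, against the paper's 27.6%. Of the alternatives set before the data were examined, edgeR's exact test with an assumed coefficient of variation of 0.1 came within 1.5 times of the paper's values, with 5504 genes and 24.6%. The adjustment for multiple tests, TMM factors, size factors, a minimum of 10 reads, all listed genes, coefficients of variation of 0.2 and 0.4 and the additional 2-fold difference did not.

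For secreted genes the binomial test gave 1822 genes, against the paper's 1197, and 46.1% of the genes listed, against the paper's 30.3%. None of the alternatives for this count was set before the data were examined. Of those chosen after seeing the values, edgeR's exact test with a coefficient of variation of 0.1 (1131 genes, 28.6%), Benjamini-Hochberg adjustment (1757 genes, 44.5%), size factors (1794 genes, 45.4%) and a minimum of 10 reads (1793 genes, 45.4%) came within 1.5 times of the paper's values. TMM factors, all listed genes, the higher coefficients of variation and the additional 2-fold difference did not.

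In the authors' deposited table, 6184 protein-coding and 1198 secreted genes have a p-value under 0.01, against the paper's 6179 and 1197. The paper gives 22379 protein-coding mRNAs as read, and the deposited table lists that number of protein-coding genes, of which 16400 had a read in either library.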

Other observations

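The tests of the 2-fold differences, Des, the Hox genes and the proliferation genes were set before their results were seen, and the comparisons of ribosomal RNA were made afterwards.

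Technical explanations were weighed for the number of genes with a 2-fold difference in RPKM. Counting error of genes with few reads would leave few differences among genes with at least 1000 reads over both libraries, but 15.6% of the 7569 such genes had a 2-fold difference, against 18.3% of all. Reads drawn at random from the pooled level of each gene gave 0.0991%. A few genes taking most of the counts would shift all others by a common factor. The median log2 ratio was -0.08, far below a 2-fold difference, so such a shift cannot make most of these differences. The count after rescaling, 1840, responds little to a common shift and does not test for one. The split does respond, from 909 higher and 935 lower to 997 and 843, so the shift bears on direction. Gene length accounted for 0.0564% and GC content for 0.555% of the rank variance of the log2 ratio. Variation between cultures of 1 population was not tested, as there is 1 culture of each, so a biological difference between the populations is a hypothesis only.

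Mitochondrial ribosomal RNA made 13.5% of the reads on genes in the supportive library (95% Wilson interval, 13.52% to 13.54%) and 7.13% in the non-supportive library (7.12% to 7.14%). Protein-coding genes made 81.3% and 87.7%. No explanation of this was tested.

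With the pseudocount of 0.1, the 5 protein-coding genes with the largest log2 ratio were Rspo2, Hhip, Adamtsl3 (RPKM of 16.0 in the supportive and 0.0620 in the non-supportive library), Akr1c14 (22.7 and 0.194) and Gstt1 (16.3 and 0.116). Those with the lowest were Saa3 (0 and 71.8, at least 909-fold lower), Tyrobp, Ctss (0.0311 and 18.1), Mmp12 (0 and 13.6, at least 3121-fold lower) and Rgs16 (0.150 and 28.2). Tyrobp is in the immune list, for which immune cells in the non-supportive culture are a candidate explanation. Whether the reads of the other genes came from ISEMFs was not tested either.

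A difference in cell division between the cultures was tested with the proliferation list. Its median log2 ratio of 0.13 lay at percentile 89.3 of random lists, within 95% of them, with 10 of 12 expressed genes higher in supportive ISEMFs. The senescence and passage list had a median of -0.49 at percentile 8.13, the pericyte list -0.03 at percentile 60.9 and the Wnt target list 0.15 at percentile 66.1. The sex-linked list was at -3.50 (-7.32 at the bounds) and percentile 5.46. That median is over 3 Y-linked genes, since only protein-coding genes were compared. Xist, which is in the list and is not protein-coding, went the other way, with a log2 ratio of 0.67. The myofibroblast list was at -0.64. Fewer than 3 genes of the epithelium (2), endothelium (1) and neurons and glia (2) lists had an RPKM of at least 1, so these were not compared.

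The Hox list had a median log2 ratio of -0.14, at percentile 25.3. A different position along the body axis as the origin of the cultures was a candidate explanation for differences among single Hox genes. The median log2 ratio of Hox groups 8 to 13 exceeded that of groups 1 to 7 by 2.50, but it rests on 5 expressed genes, 3 higher and 2 lower. Hoxc10 was at an RPKM of 5.81 in the supportive and 0.0302 in the non-supportive library, and Hoxb9 at 1.81 and 5.64. With so few genes going both ways, position and other differences between the cultures cannot be told apart.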
